A study of Homo sapiens with 4 samples.

How the data were processed

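RNA and chromatin accessibility were measured with the 10x Multiome assay in nuclei of HES3 embryonic stem cell cultures at day 8 of cardiac differentiation, in 2 libraries, 1 ventricular and 1 atrial (retinoic acid at day 4), which make 4 samples. The replicate number is 1 in every group. Each nucleus was assigned to its library by the name in the authors' metadata that matches the samples' labels.

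Per the submitters' processing notes, the authors used Cell Ranger ARC, Seurat and Signac on the genome build GRCh38; versions, the peak caller, the gene annotation behind the matrix and the order of steps are not given in the sources used here. The deposited RNA matrix holds raw UMI counts per gene and nucleus, and the deposited ATAC matrix raw counts per region and nucleus. Both cover the 17027 nuclei the authors kept, and in all 17027 the column sums equal the totals in the metadata. The RNA matrix has 62750 rows, of which 20974 are Ensembl gene IDs and 41776 symbols. Of these, 20910 IDs and 40150 symbols were found in the name table used here, and 39777 rows had a UMI. The ATAC matrix has 364740 regions of 167 to 2036 bp (median 865), and 86.2% of its entries are 2 and 10.0% are 1, as when both ends of a fragment are counted. The percent of mitochondrial and of ribosomal protein UMIs per nucleus, the ratio of ATAC signal at start sites to flanks (start site enrichment) and the ratio of nucleosome-length to short fragments are the authors' values, per the file headers. Cluster numbers and cell class names are also the authors', per the file headers from Seurat clusters of integrated RNA values. The columns of the whole-series tables were all mapped, with 0 left over.

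No further filter on nuclei was applied. Nuclei had 1003 to 9999 UMIs in the atrial and 1008 to 9945 in the ventricular library. Median start site enrichment was 5.01 and 4.72, median nucleosome signal 0.605 and 0.665, and median genes per nucleus 1961 and 2005.5. No source used here says how doublets were treated; none were removed, and an alternative leaves out the 5% of nuclei with the most UMIs in each library. Of 17027 nuclei, 8 (0.0470%) sat in a cluster made before integration that was mostly of the other library.

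Counts were summed over nuclei per library and set of nuclei and scaled to a common library total (CPM). The ratio of CPM has an exact conditional (Clopper-Pearson) 95% interval, CPM an exact Poisson interval and shares of nuclei an exact binomial interval. For ATAC, ratios come from counts and intervals from fragments, an entry of 2 being 1 fragment. With 1 library per group no test was run. A gene or region was counted as apart between libraries when it had at least 100 counts over both, a ratio of at least 2-fold and an interval excluding 1. Against 0 counts a fold used a floor of 3 counts over the library, with the exact 95% lower bound beside it. In medians and correlations a library at 0 was likewise set to 3 counts. Shares of nuclei with a UMI were taken after thinning each nucleus to 1000 UMIs.

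Before the data were examined, 29 gene lists, 11 sets of cell type markers and the rule for named genes were fixed. The lists are retinoic acid response, atrial cardiomyocyte, ventricular cardiomyocyte, sarcomere and excitation, cardiac transcription factors, anterior and posterior second heart field, pacemaker, atrioventricular canal, epicardial, endothelial, fibroblast, smooth muscle, endoderm and liver, pluripotency, early mesoderm, paraxial mesoderm, neural, surface ectoderm, blood, S phase, G2 and M phase, Notch, Wnt, BMP and TGF-beta, FGF, glycolysis and hypoxia, fatty acid oxidation, and immediate early and heat shock; some genes stand in several. A list's median log2 ratio was placed among 10000 random lists of the same size drawn from 25 bins of expression. Named genes are NKX2-5 and NR2F2, the 12 genes furthest to each side by the interval bound nearest 1 (8 within clusters), leaving out clone, LINC, mitochondrial, antisense and divergent-transcript names, XIST and Y-linked genes, and up to 4 members of each list with the largest differences. Named regions are the 5 furthest to each side and the most different within 50 kb of each of 17 genes. Names outside this rule are marked in the text, except list members, which the rule allows. Some items the rule names are not reported here.

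The planned comparison within a cardiomyocyte class was replaced by comparisons by cluster number. In the ventricular library the leading 10 genes of clusters 1 and 3, named AM, include markers of mesenchyme (PRRX1) and of epicardium (TBX18) and none of heart muscle. The absence of heart muscle markers does not set these clusters apart. No cluster checked had one among its leading 10 genes, ventricular cluster 0, named VM, included. In the atrial library those of clusters 4 and 8, named FIB, include 1 and 2 markers of endoderm and none of mesenchyme. The names thus did not pass the marker check. The 5 clusters named AM or VM are reported together as that set of clusters only. Single clusters were compared where both libraries had at least 100 nuclei, which holds for 7 of 9.

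Gene positions come from the RefSeq table of GRCh38 genes, the build the files use. That table has neither strand nor exons, so in place of start sites the end of each gene with more pooled ATAC counts within 1 kb was used, a departure from the plan. Motif shares were planned and not run, since no genome sequence was used here. Levels of genes whose reads can be shared between paralogs or antisense partners are uncertain.

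Alternatives were edgeR TMM factors, median-of-ratios factors, equal weight per nucleus, equal class makeup, minimums of 20 counts or none, the set of AM and VM clusters alone, clusters made before integration, a 2 kb window, and nuclei of high UMI count left out. Fragments in place of counts, whole gene bodies for accessibility and the omission of high-UMI nuclei from the all-nuclei gene counts were added after the data were seen. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM factors.

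The counting rule was tested on simulated counts with 200 items altered. In each comparison all unaltered items shared a single true ratio between the libraries, so differences between preparations were not simulated. The results therefore describe counting error only, not the error of comparing 2 single libraries. In genes over all nuclei, 50 of 50 made 3-fold higher, 50 of 50 made 6-fold higher and 50 of 50 made 0.333 times as high were counted, as were 0 of 50 made 1.5-fold higher and 2 of 16219 unaltered genes. For clusters 0, 1, 2, 3 and 6 together the results were 50, 50, 50 and 0 of 50, and 2 of 14773 unaltered genes. For regions they were 50, 50, 50 and 1 of 50, and 847 of 250312 unaltered regions. The 95% intervals covered the true ratio of unaltered items in 95.6%, 95.6% and 96.0% of cases. For the groups of 50 altered items they covered it in 92% to 98% of genes over all nuclei, 86% to 98% of genes in clusters 0, 1, 2, 3 and 6, and 96% to 100% of regions.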

Results

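The data came from cultures of the human embryonic stem cell line HES3 carrying GFP at the NKX2-5 locus and mCherry at the NR2F2 locus. The cells were differentiated as embryoid bodies (floating aggregates) toward heart muscle and collected at day 8, in a ventricular condition or in an atrial condition that received retinoic acid, a vitamin A derivative, at day 4. RNA and open chromatin were measured in the same nuclei with the 10x Multiome assay, which counts RNA molecules by unique molecular identifiers (UMIs) and, by ATAC, the sites where a transposase cuts accessible DNA. The 4 samples are 2 libraries measured with both assays, 1 library per condition. The atrial library held 8983 nuclei with 29924093 UMIs and 74034003 ATAC counts in regions, and the ventricular library 8044 nuclei with 28545634 UMIs and 66828147 ATAC counts. The median nucleus had 3032 UMIs and 7359 ATAC counts in the atrial library and 3282 UMIs and 7494.5 ATAC counts in the ventricular library. With 1 library per condition no test between conditions was possible, so no difference below has a replicate check, all compare these 2 libraries and not the conditions, and 95% intervals cover counting error only.

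The first question was which genes differed in RNA between the libraries over all nuclei. Genes of the heart muscle contractile apparatus were far higher in the ventricular library, while NR2F1 and NR2F2, nuclear receptors of the COUP-TF family that act in atrial muscle, were far higher in the atrial library. MYH6, the alpha cardiac myosin heavy chain, had 34524 UMIs in the ventricular library and 105 in the atrial library, 345-fold higher (95% interval 285 to 422) in the ventricular library. NR2F1 had 8123 UMIs in the atrial and 51 in the ventricular library, 152-fold higher (115 to 204) in the atrial library. Of 16461 genes with at least 100 UMIs over both libraries, 1063 were at least 2-fold higher in the atrial and 1194 in the ventricular library with an interval excluding 1. Such counts describe these 2 libraries. With a minimum of 20 UMIs these counts were 1865 and 2069, and with edgeR TMM factors, another scaling of library totals, 893 and 1343.

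Of the reporter loci, NR2F2 (chromosome 15, 96326046 to 96340263, GRCh38 here and throughout) had 351 CPM (UMIs scaled to a common library total) in the atrial and 5.29 in the ventricular library, a ratio of 66.3 (56.5 to 78.4). NKX2-5, a cardiac homeobox factor (chromosome 5, 173232109 to 173235206), had 4.48 CPM in the atrial and 42.7 in the ventricular library, 9.54-fold higher (7.97 to 11.5) in the ventricular library. Transcripts of the reporter proteins were not analysed here.

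The 12 genes furthest toward the atrial library included NR2F1 (chromosome 5, 93583222 to 93594611), NR2F2 and HOTAIRM1, a noncoding RNA of the HOXA cluster (chromosome 7, 27096094 to 27100258). HOTAIRM1 had 727 UMIs in the atrial library and 0 in the ventricular library, 231-fold higher against a floor of 3 UMIs (lower bound 187.5). DACH2, a transcription cofactor (chromosome X, 86148451 to 86832602), was the most abundant of the 12, with 1740 CPM against 26.7, a ratio of 65.2 (60.7 to 70.1). PDZRN4 (chromosome 12, 41188320 to 41574745) had a ratio of 59.0 (53.0 to 65.8), and DCC, a netrin receptor (chromosome 18, 52340197 to 53535899), a ratio of 36.1 (32.7 to 39.8). RFX6, a transcription factor of pancreas and gut endoderm (chromosome 6, 116877242 to 116932161), had 1296 UMIs against 25. LETR1 (chromosome 15, 95279288 to 95327100) had 775 against 14, LAMP5 (chromosome 20, 9514590 to 9530524) 995 against 20, and PDE11A, a cyclic nucleotide phosphodiesterase (chromosome 2, 177623244 to 178108339), 5265 against 162. SPRR2F (chromosome 1, 153112121 to 153119468) had 194 UMIs against 0, 61.7-fold higher against that floor (lower bound 49.7). It belongs to a family of close copies, so its counts are uncertain.

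Among the 12 genes furthest toward the ventricular library, most encode parts of the sarcomere. Behind MYH6 (chromosome 14, 23381987 to 23408273) stood TNNC1, cardiac troponin C (chromosome 3, 52451100 to 52454041), with 2430 UMIs against 10 and a 255-fold difference (138 to 532). LDB3, a Z-disc protein (chromosome 10, 86666788 to 86736072), was 93.0-fold higher (67.9 to 131), and MYOM1 of the M-band (chromosome 18, 3066807 to 3247376) 87.4-fold (70.4 to 110). CSRP3 (chromosome 11, 19182030 to 19201983) was 83.9-fold higher (48.9 to 158). MYBPC3, cardiac myosin-binding protein C (chromosome 11, 47331406 to 47352702), was 77.4-fold higher (59.2 to 103). ACTC1, cardiac actin (chromosome 15, 34790230 to 34795549), was 71.6-fold higher (62.3 to 82.6), and MYL3, a myosin light chain (chromosome 3, 46857872 to 46882182), 65.7-fold (48.5 to 91.4). PPP1R14C (chromosome 6, 150143044 to 150250392) had 1071 UMIs against 14, and HSPB7 (chromosome 1, 16014029 to 16019594) 2105 against 33. LAMA4, a laminin chain (chromosome 6, 112107931 to 112254985), had 3305 against 55, and MYO18B (chromosome 22, 25742188 to 26063847) 7510 against 137. MYH6 and MYH7, and ACTC1 and ACTA2, are close paralogs, and whether counting used strand is not given in the sources used here, so a split of reads between them or with antisense genes is uncertain.

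Gene lists were compared by the median log2 ratio (atrial over ventricular) of their members with at least 100 UMIs, with its percentile among 10000 random lists of the same size matched on expression. The list of sarcomere and excitation genes of all heart muscle stood furthest apart. All 23 of its genes were measured, 21 were at least 2-fold higher in the ventricular library, none in the atrial library, and the median was -3.32 (percentile 0, random lists -0.09 to 0.30). TTN, the giant sarcomere spring, had 126892 UMIs in the ventricular and 24916 in the atrial library, and TNNT2, cardiac troponin T, 6984 and 509. Only ATP2A2 and PLN of this list, the calcium pump of the sarcoplasmic reticulum and its inhibitor, were less than 2-fold apart, with log2 ratios of -0.91 for both. With edgeR TMM factors, where the list median was -3.41, both came to the 2-fold line, so this exception depends on the scaling. In the ventricular library the median nucleus also had the higher percentage of mitochondrial UMIs (4.57 against 2.32) and the lower percentage of ribosomal protein UMIs (1.70 against 3.45).

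Ventricular muscle genes had a median of -1.54 (percentile 0), with 6 of 9 measured genes higher in the ventricular library. MYL3, FHL2 (11.7-fold, 10.2 to 13.6) and LBH (4.34-fold, 3.93 to 4.81) were among them, and 1 gene was higher in the atrial library, the potassium channel gene KCNJ2 (97 UMIs against 10). IRX4 (2 against 96 UMIs) and MYH7 (1 against 64), named after their values were seen, lay under the minimum, and MYL2 had 0 UMIs in both libraries. The atrial muscle list was split, with 7 genes higher in the atrial library, 5 in the ventricular library and a median of 0.06 (percentile 37.4) that became -0.02 with TMM scaling, another scaling of library totals. Within clusters of nuclei, where 7 to 11 of its genes were measured, its median was higher, at 1.16, 1.34, 1.09, 1.11, 0.84 and 1.33 in clusters 1, 2, 3, 4, 5 and 7 (percentile 99.96 or more in each) and 0.16 in cluster 8. NR2F1, NR2F2 and the potassium channel gene KCNJ3 (ratio 18.9, 18.1 to 19.7) were on the atrial side, and MYL7, the atrial myosin light chain, was 48.3-fold higher (43.9 to 53.1) in the ventricular library. Cardiac transcription factors had a median of -0.25 (percentile 1.66), with HAND1 (26.3-fold), MYOCD (10.1-fold), NKX2-5 and TBX20 (3.23-fold) among 5 of 13 higher in the ventricular library and 1 higher in the atrial library. Their median was -0.44 and -0.34 in clusters 2 and 4 and within the random ranges in clusters 1, 3, 5, 7 and 8, at -0.16, -0.07, -0.25, 0.33 and -0.37.

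**Figure D1:**
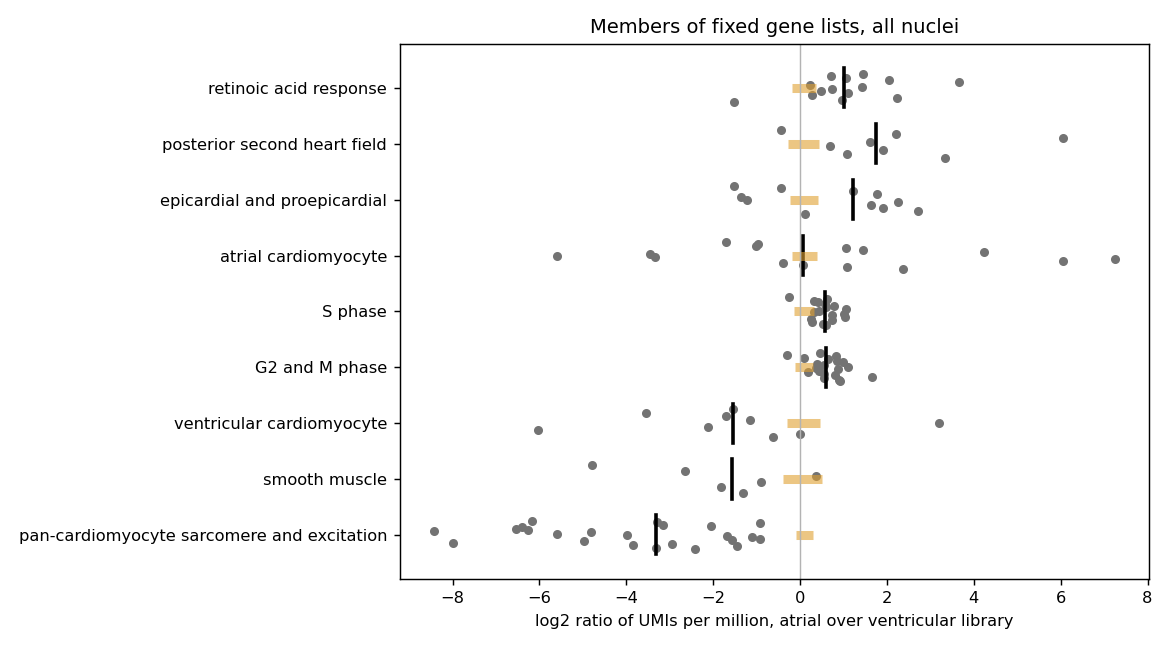
Log2 ratio of RNA, atrial over ventricular, of the members of 9 gene lists over all nuclei. Grey points are genes, black bars list medians and orange bars the 95% range of medians of 10000 random lists, and the sarcomere and excitation list has its median at -3.32, below its range of -0.09 to 0.30.

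Genes of retinoic acid response and of the back part of the heart field were higher in the atrial library. In the retinoic acid response list 7 of 14 measured genes were higher in the atrial library and 1 in the ventricular library, with a median of 1.01 (percentile 100). HOXB4, a homeobox gene (chromosome 17, 48575507 to 48578350), had a ratio of 12.7 (9.16 to 18.1). HOXB3 had a ratio of 4.14 (3.54 to 4.86), while TGM2 was 2.89-fold higher (2.26 to 3.72) in the ventricular library. Posterior second heart field genes had a median of 1.75 (percentile 100) with 6 of 8 higher in the atrial library, among them WNT2, GLI1 (4.60, 3.60 to 5.94) and TBX18 (3.74, 3.41 to 4.11), and none in the ventricular library. Epicardial genes had a median of 1.21 (percentile 100), with TCF21 (6.55, 4.76 to 9.20), SEMA3D (4.78, 4.34 to 5.27), TBX18 and BNC2 (3.44, 3.29 to 3.60) among 6 of 11 higher in the atrial library and 3 in the ventricular library.

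Anterior second heart field genes did not stand apart as a list over all nuclei (median 0.06, percentile 37.8, -0.03 with TMM scaling), and their mean was negative. Their median lay outside the random ranges in cluster 2 (-0.24) and, on the other side, in cluster 7 (0.62). It lay within them in clusters 1, 3, 4, 5 and 8. FGF8, a growth factor of the outflow tract (chromosome 10, 101770109 to 101780369), had 224 UMIs in the ventricular and 4 in the atrial library. FGF10 was 7.24-fold higher (6.86 to 7.65) in the ventricular library, while TBX1 (4.07, 3.11 to 5.40) and FOXC1 (2.50, 2.18 to 2.89) were higher in the atrial library. Pacemaker genes had a median of 0.26 (percentile 83.2), with HCN4, the pacemaker current channel, 6.84-fold higher (5.97 to 7.86) in the ventricular library and VSNL1, TBX18 and SMOC2 higher in the atrial library. Atrioventricular canal genes had a median of -1.01 (percentile 0.03), with BMP2 (6.52-fold, 5.64 to 7.56), TBX2 (5.34-fold, 4.40 to 6.54) and MSX2 among 4 of 7 higher in the ventricular library, and TWIST1 higher in the atrial library. Within single clusters, where 3 or 4 of these genes were measured, the median turned to 0.26, 0.56, 0.42 and 0.82 (percentile 99.5) in clusters 1, 2, 4 and 5 and was -0.14 in cluster 3. BMP2 was between 4.33-fold and 8.41-fold higher in the ventricular nuclei of these 5 clusters.

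Lists of other cell types moved in both directions. Smooth muscle genes had a median of -1.56 (percentile 0), with ACTA2 (27.6-fold, 22.9 to 33.6), CNN1, RGS5 and TAGLN, 4 of 6, higher in the ventricular library. Endothelial genes had a median of -0.29 (percentile 0.57), with NPR3 and the VEGF receptor gene FLT1 (3.41, 3.27 to 3.56) higher in the atrial library and 12 of 14 less than 2-fold apart. Among fibroblast genes 4 were higher in each library, with PRRX1 at 733 UMIs in the ventricular and 11 in the atrial library and POSTN at 136 in the atrial and 33 in the ventricular library. Their median was 0.50 (percentile 99.6) but their mean -0.17. Endoderm and liver genes had a median of -0.34 (percentile 0.27), with APOB (3.55-fold) and APOA1 (2.99-fold) among 5 higher in the ventricular library and FOXA1 and SOX17 among 4 higher in the atrial library. In clusters 0, 1, 2, 3 and 6 together, where 10 of these genes were measured, the median was -1.15, with 6 higher in the ventricular and none in the atrial library. In clusters 4 and 8, whose leading 10 genes include endoderm markers in the atrial library only, it was 0.05 and 0.29. The leading 50 genes of their ventricular nuclei did include such markers, 1 in cluster 4 and 5 in cluster 8. Surface ectoderm genes had a median of -0.68 (percentile 0.22) with none of 7 reaching 2-fold, CDH1 being 1.80-fold higher (1.58 to 2.07) in the ventricular library. Neural genes had a median of -0.29 (percentile 8.19) and a mean of 0.45, with DCX (8.12, 7.05 to 9.38) and ELAVL4 higher in the atrial and NES in the ventricular library. The neural median turned to 0.82 (percentile 98.69, 4 genes) in clusters 0, 1, 2, 3 and 6 together, but was -1.16 (percentile 0.38), 0.36 and -0.59 in clusters 1, 2 and 3 with 3 or 4 genes. Pluripotency genes had a median of -0.18 (percentile 13.3), L1TD1 alone of 5 being higher in the ventricular library, and 0.04 in clusters 0, 1, 2, 3 and 6 together. Endothelial genes had a median of -0.75 there, with 7 measured. A few lists were nearly unmeasured. PDGFRA (2.50, 2.40 to 2.61) was the only early mesoderm gene with 100 UMIs, and RUNX1 (1.13, 0.972 to 1.32) the only blood gene. PAX3 (4.54-fold higher in the ventricular library) and FOXC2 (1.17, 0.930 to 1.49) were the only paraxial mesoderm genes.

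Over all nuclei, cell cycle genes were higher in the atrial library by small amounts, but not in every cluster. The S phase list had a median of 0.58 (percentile 100, 0.49 with TMM scaling). Of 18 genes MCM2 (2.08), PCNA (2.04, 1.80 to 2.31) and MCM5 (2.02) were at least 2-fold higher, but fell below 2-fold with TMM scaling. For the G2 and M phase list the median was 0.60 (percentile 100), with NUSAP1 and CENPF (2.15, 2.02 to 2.29) at least 2-fold higher of 20. The S phase median was 0.58, 0.81 and 0.44 in clusters 1, 3 and 5, but 0.25, 0.11, -0.19 and -0.03 in clusters 2, 4, 7 and 8, within the random ranges. For G2 and M phase it was 0.59, 0.56 and 0.50 in clusters 1, 3 and 5, but 0.03, 0.09 and 0.05 in clusters 2, 4 and 7, likewise within them. Cluster 2, led by cell cycle genes, held 23.6% of atrial and 9.47% of ventricular nuclei. Among signalling genes, BMP7 (26.3-fold, 21.5 to 32.6), BMP2 and SMAD6 were higher in the ventricular library in a BMP and TGF-beta list with a median of -0.21 (percentile 1.70). The FGF list had a median of -0.45 (percentile 0.09), with FGF8, FGF10 and the FGF target genes ETV5 (4.68-fold) and SPRY4 (4.38-fold) among 5 of 14 higher in the ventricular library, and FGF13 (2.51, 2.42 to 2.60) and FGF9 (2.32, 1.63 to 3.35) higher in the atrial library. Its median turned to 0.44 in clusters 4 and 8 (7 and 4 genes), within the random ranges. For Wnt genes the median was 0.13 (percentile 63.9), WNT2 (10.0, 8.08 to 12.6), DKK2 and SFRP1 being higher in the atrial and WNT5B (5.69-fold, 5.10 to 6.36) in the ventricular library. Notch genes had a median of -0.01 (percentile 22.9), HEY1 being higher in the atrial and HEY2 in the ventricular library. That median was -0.36 with members of at least 20 UMIs. In cluster 4 it was 0.61 (percentile 99.35, 6 genes), and it lay within the random ranges in clusters 1, 2, 3 and 5. Glycolysis and hypoxia genes (median -0.44, percentile 0.12) included PFKP (7.83-fold) and PDK1 (4.48-fold) among 4 of 15 higher in the ventricular library. Fatty acid oxidation genes (median -0.48, percentile 0.22) included PPARGC1A, a coactivator of mitochondrial genes (12.4-fold, 11.3 to 13.5), and FABP3 (11.6-fold, 8.91 to 15.4) among 4 of 11. The immediate early and heat shock list had a median of 0.26 (percentile 84.25), JUN (3.34, 2.79 to 4.03) and DDIT4 being higher in the atrial library.

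The next question was whether these differences lay within the clusters of nuclei deposited by the authors, or came from their different sizes. The 5 clusters the authors named atrial (AM) or ventricular muscle (VM), clusters 0, 1, 2, 3 and 6, held 77.0% of atrial and 72.1% of ventricular nuclei as a set. Clusters 0 and 6, named VM and VM-NRXN3, held 73 and 12 atrial nuclei against 3162 and 802 ventricular nuclei. The class AM held 52.4% of atrial nuclei (51.4 to 53.5) and 13.4% of ventricular nuclei (12.6 to 14.1), and AM-prolif 23.6% (22.7 to 24.5) and 9.47% (8.84 to 10.1). VM held 0.813% (0.638 to 1.02) and 39.3% (38.2 to 40.4), and VM-NRXN3 0.134% (0.0690 to 0.233) and 9.97% (9.32 to 10.6). The other classes were closer, at 8.62% (8.04 to 9.22) and 9.82% (9.18 to 10.5) for END-NRG3. They were 12.2% (11.5 to 12.8) and 13.5% (12.8 to 14.3) for FIB-SCN7A-FGF13-APOgenes, and 2.26% (1.96 to 2.59) and 4.53% (4.08 to 5.00) for GRHL2-GULP1. The class FIB-SCN7A-FGF13-APOgenes joins clusters 4 and 8, which differed in direction. Cluster 4 held 10.8% of atrial and 9.19% of ventricular nuclei, and cluster 8 1.39% and 4.34%. Intervals are exact binomial, and because genes that define clusters differed between libraries and a cluster mostly of 1 library may be that library and not a type, these sizes are not read as makeup.

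Within clusters 0, 1, 2, 3 and 6 together NR2F1, NR2F2, MYH6 and TNNC1 stood furthest apart by the interval bound nearest 1. NR2F1 (6539 UMIs against 38) had a ratio of 153 (111 to 216) and NR2F2 (8274 against 51) a ratio of 144 (110 to 194). MYH6 (78 against 26170) was 377-fold higher (302 to 478) and TNNC1 (5 against 1819) 409-fold higher (175 to 1262) in the ventricular library. LRRC3B (chromosome 3, 26622772 to 26710776; 1186 against 14) and ADCY8, an adenylyl cyclase (chromosome 8, 130780301 to 131040909; 16 against 1600), joined the genes furthest apart. NKX2-5 was 9.58-fold higher (7.83 to 11.8) in the ventricular library. The medians were -3.36 for the sarcomere list, -2.27 for ventricular and 0.61 for atrial muscle genes, 1.03 for retinoic acid response, 0.73 for S phase and 0.82 for G2 and M phase genes. Of 15034 genes, 1162 were at least 2-fold higher in the atrial and 1115 in the ventricular library, 2034 and 1859 with a minimum of 20 UMIs. TMM scaling moved the median of all genes in this set from 0.13 to -0.0014, and these counts to 924 and 1309.

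Clusters 1, 2, 3, 4, 5, 7 and 8, each with at least 100 nuclei of both libraries, showed the main differences whatever their kind. MYH6 lay between 759 and 1381 CPM in the ventricular and between 2.49 and 5.28 CPM in the atrial nuclei of all 7. NR2F1 lay between 0.673 and 5.09 CPM in the ventricular and between 185 and 309 CPM in the atrial nuclei. Cluster 5, led by endothelial genes such as ERG, a blood vessel transcription factor, had a sarcomere list median of -3.39, with 19 of 22 genes higher in the ventricular library. MYH6 there was 302-fold higher (164 to 631). ERG itself had 120 CPM in the atrial and 137 in the ventricular nuclei of cluster 5, against 1.81 and 1.15 in cluster 1. In cluster 8, led by liver genes such as AFP, alpha-fetoprotein (513 CPM atrial, 254 ventricular), MYH6 had 2 UMIs in the atrial and 1297 in the ventricular nuclei, 189-fold higher (52.2 to 1561). ACTC1 had 0 and 588 UMIs, 57.1-fold higher in the ventricular nuclei against a floor of 3 UMIs (lower bound 46.3). Sarcomere medians were -3.14, -3.05, -3.03, -3.57, -3.07 and -3.08 in clusters 1, 2, 3, 4, 7 and 8.

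**Figure D2:**
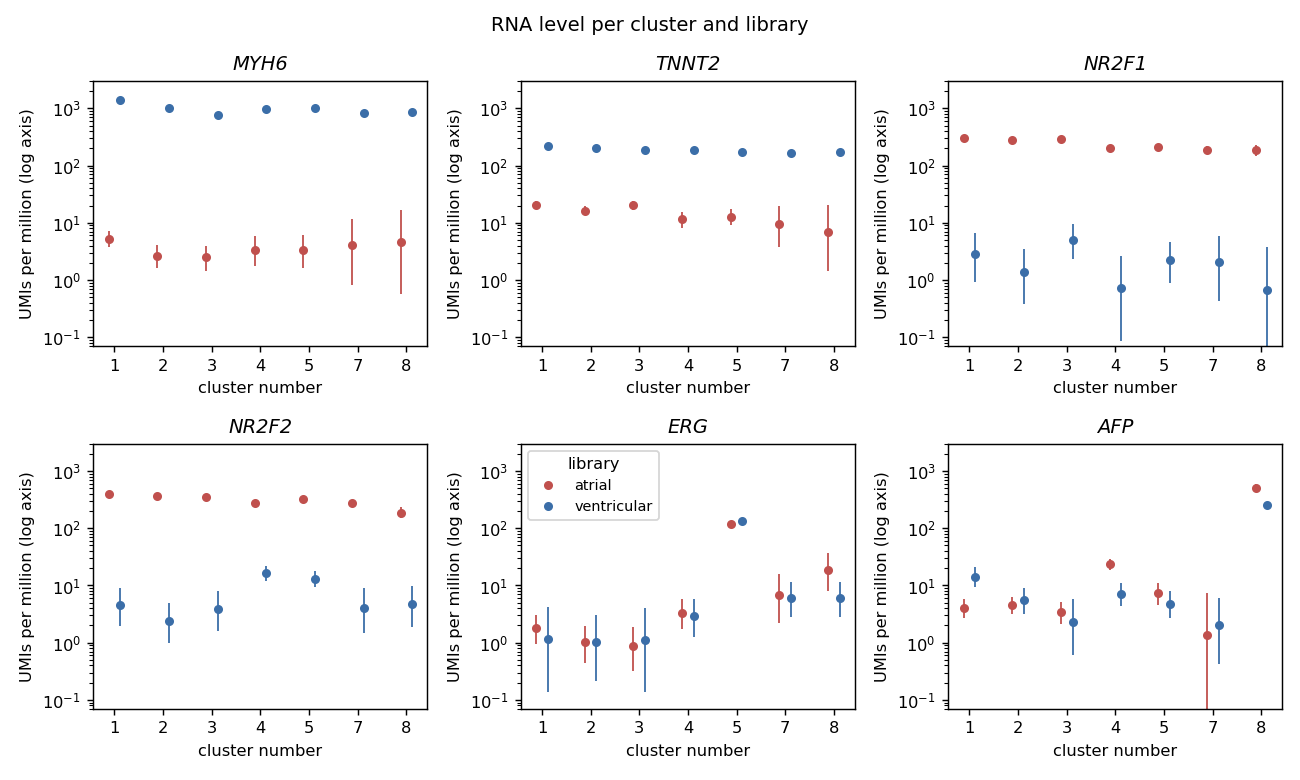
RNA level in CPM (log axis) of 6 genes in the 7 clusters with at least 100 nuclei of each library, atrial in red and ventricular in blue, with exact Poisson 95% intervals that end at the axis where they run off it. MYH6 lies between 759 and 1381 in ventricular and between 2.49 and 5.28 in atrial nuclei, while ERG stands out in cluster 5 (120 and 137) and AFP in cluster 8 (513 and 254) in both libraries.

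DACH2, DCC and PDZRN4 were among the 8 genes furthest toward the atrial library in all 7 clusters, NR2F1 in 6 and NR2F2 in 5. MYH6 and ACTC1 were among the 8 furthest toward the ventricular library in all 7, MYL7 in 5. Log2 ratios of pairs of clusters correlated across genes with Pearson's r between 0.793 and 0.922 (median 0.859, 21 pairs; genes are not independent replicates). Genes at least 2-fold higher in the atrial and ventricular nuclei numbered 704 and 470 in cluster 1, 646 and 537 in cluster 2, 660 and 488 in cluster 3. They numbered 450 and 420 in cluster 4, 393 and 389 in cluster 5, 231 and 248 in cluster 7, and 215 and 324 in cluster 8, with fewer genes measurable in the smaller clusters. After each nucleus was thinned to 1000 UMIs, which left out no nucleus, 56.6% (53.0 to 60.1) of the 790 ventricular nuclei of cluster 5 had a MYH6 UMI and 0.258% (0.0313 to 0.930) of the 774 atrial nuclei. Unthinned, the shares were 88.9% and 1.29%, at median depths of 3606 and 3550 UMIs. In ventricular cluster 0, named VM, the shares were 73.2% (71.6 to 74.7) thinned and 95.6% unthinned at a median of 3178.5 UMIs. ERG, which muscle nuclei should lack, had a UMI in 11.3% (9.15 to 13.7) of ventricular nuclei of cluster 5 and in 0.0633% (0.00766 to 0.228) of cluster 0 thinned, and in 38.9% and 0.380% unthinned.

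A further question was where chromatin accessibility differed. Within 50 kb of NR2F1 and NR2F2 many regions were more accessible in the atrial library, and within 50 kb of MYH7 and FGF10 more regions were higher in the ventricular than in the atrial library. Whether regions near a group of genes differed more often than others was not tested. At RARB, a retinoic acid receptor gene, the most different region, on chromosome 3 from 25221635 to 25222514 within the gene, had 1173 counts in the atrial and 24 in the ventricular library, a ratio of 44.1 (24.3 to 79.1). Of 250339 regions with at least 100 counts, 20983 were at least 2-fold higher in the atrial and 32302 in the ventricular library, 39.4% of them atrial. With TMM scaling the counts were 25120 and 25015, 50.1% atrial. TMM scaling moved the median log2 ratio of all regions from -0.13 to 0.02. Clusters 0, 1, 2, 3 and 6 together had 17680 regions higher in the atrial and 26045 in the ventricular library, with a median of -0.09. Among the regions with at least 100 counts within single clusters the balance was the opposite, with 4004 regions higher in the atrial and 1883 in the ventricular nuclei of cluster 1, 4931 and 3059 in cluster 2, and 4054 and 1672 in cluster 3. They numbered 1295 and 830 in cluster 4, 914 and 801 in cluster 5, 99 and 48 in cluster 7, and 86 and 29 in cluster 8, and the median of all regions lay between 0.08 and 0.13 in these clusters. Fewer regions reached 100 counts there, 44548 in cluster 1 and 6574 in cluster 8 against 250339 over all nuclei. Atrial nuclei were more numerous in clusters 1, 2, 3 and 4 (2362 against 554 in cluster 1), ventricular nuclei in clusters 5, 7 and 8. Because the sets of regions differ, these counts cannot show that the same regions changed balance. Counting fragments in place of counts, chosen after the data were seen, gave 11390 and 15868 regions.

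Among the 5 regions furthest toward the atrial library were 1 in LINC02758 (chromosome 11, 28648535 to 28649427; 1101 against 17 counts, ratio 58.5, 29.5 to 124) and 1 in OR2B6 (chromosome 6, 27957319 to 27958231; 847 against 12). The others lay in SHROOM3 (chromosome 4, 76651837 to 76652748; 678 against 8), in LINC02438 (chromosome 4, 19403662 to 19404571; 1248 against 21) and outside annotated genes (chromosome 1, 188055884 to 188056787; 595 against 7). Furthest toward the ventricular library were regions in LINC03007 (chromosome 7, 25614759 to 25615672; 11 against 558, 56.2-fold, 24.4 to 147) and in ERBB4, a neuregulin receptor gene (chromosome 2, 212406473 to 212407366; 6 against 362, 66.8-fold, 22.8 to 331). Regions between genes (chromosome 11, 76427129 to 76428035; 15 against 466), in a noncoding locus on chromosome 2 (133948686 to 133949588; 21 against 577) and in IPO9 (chromosome 1, 201868257 to 201869165; 24 against 601) followed. Whether a region lay in an exon or an intron was not annotated here.

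Near NR2F1, 12 of 21 regions were at least 2-fold higher in the atrial library and 1 in the ventricular library. The largest difference was in the region from 93591371 to 93592346 on chromosome 5 in the gene (173 against 12 counts, 13.0, 5.37 to 29.5). For NR2F2 it was 14 of 25 and none, the largest in a region of NR2F2-AS1 (chromosome 15, 96315095 to 96316016; 239 against 11, 19.6, 8.30 to 51.6). CYP26A1, a retinoic acid degrading enzyme gene, had 2 of 15 regions higher in the atrial library. The larger difference was in the gene (chromosome 10, 93077710 to 93078616; 545 against 63 counts, 7.81, 5.29 to 11.3), although its RNA had only 13 and 6 UMIs. HOXB1 (466 against 62 counts, 6.78, 4.55 to 9.76), DHRS3 (306 against 55, 5.02, 3.31 to 7.62), TBX5 (996 against 183, 4.91, 3.91 to 6.16) and ISL1 (258 against 73, 3.19, 2.25 to 4.83) also had their most different region on the atrial side. RARB had regions of both kinds, 27 of 128 higher in the atrial and 19 in the ventricular library.

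On the ventricular side, 2 of 17 regions near NPPA, the atrial natriuretic peptide gene, were higher in that library. The larger difference was in the gene (chromosome 1, 11847491 to 11848421; 39 against 363 counts, 10.3-fold, 6.31 to 16.4). Within 50 kb of MYH7, 11 of 31 regions were higher in the ventricular and none in the atrial library, led by a region in MYH6 (chromosome 14, 23396223 to 23396985; 17 against 146, 9.51-fold, 5.24 to 23.6). Near FGF10 it was 8 of 23 and 1, the largest difference being 5.82-fold (3.49 to 10.2). TNNT2 (27 against 163 counts, 6.69-fold), MYL2 (114 against 466, 4.53-fold), IRX4 (235 against 892, 4.21-fold), NKX2-5 (38 against 91, 2.65-fold) and HEY2 (116 against 220, 2.10-fold) also had their most different region on the ventricular side. At the MYH6 gene and 1 kb either side, chosen after values were seen, cluster 5 had 53 counts in the atrial and 173 in the ventricular nuclei, 3.16-fold higher (2.06 to 4.96) in the latter, and all 7 clusters had this direction.

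The last question was whether RNA and accessibility of the same genes went together. Across 13392 genes, the log2 ratio of RNA and that of accessibility at the gene end with more ATAC counts correlated with a Pearson's r of 0.364 and a Spearman's rho of 0.227 (genes are not independent replicates). Sarcomere genes had a median RNA log2 ratio of -3.32 but an accessibility ratio of -0.48. MYH6 (170 against 993 counts, -2.69), TNNC1 (480 against 1551, -1.84) and ACTC1 (904 against 1962, -1.27) were less accessible in the atrial library. TNNT2 (2933 against 2245 counts, 0.24) and NKX2-5 (908 against 821, -0.0024, positive with TMM scaling) were not less accessible, although the RNA of both was lower. NR2F1 (3456 against 1281, 1.28) and NR2F2 (909 against 456, 0.85) were more accessible in the atrial library, and DACH2 differed little (0.22). The 832 genes at least 2-fold higher in atrial RNA had a median accessibility ratio of 0.22, the 935 higher in ventricular RNA -0.08, which turns positive with TMM scaling, and all others 0.13. Retinoic acid response genes had an accessibility median of 0.21, posterior second heart field genes 0.31 and ventricular muscle genes 0.13, against RNA medians of 1.06, 1.75 and -1.54. The gene end stands in for the promoter, because neither strand nor start sites of transcripts were annotated here.

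**Figure D3:**
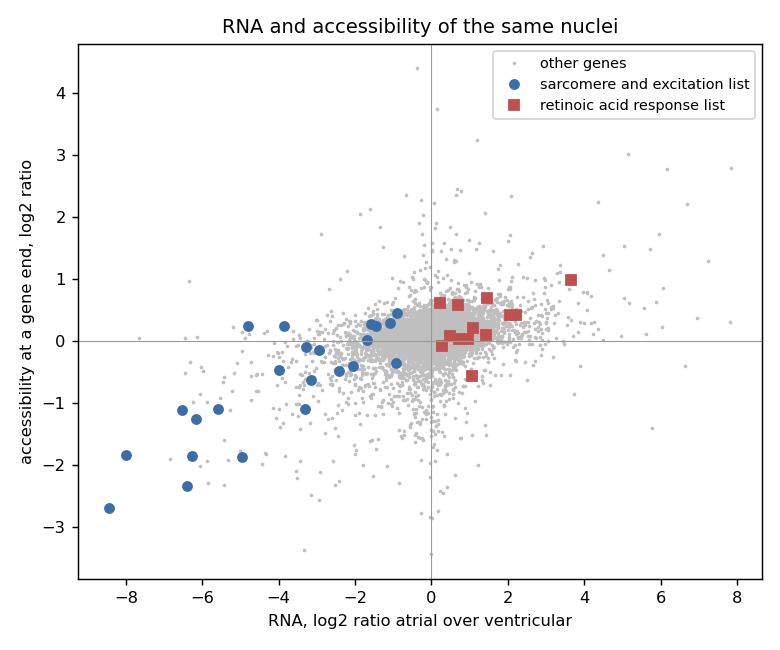
Log2 ratio (atrial over ventricular) of RNA against that of accessibility at a gene end over all nuclei, 1 point per gene, with the sarcomere and excitation list in blue, the retinoic acid response list as red squares and other genes in grey, a library at 0 being set to 3 counts. Over all 13392 genes Pearson's r was 0.364, and the sarcomere genes had a median of -3.32 in RNA and -0.48 in accessibility, where they lay between -2.69 (MYH6) and 0.44 (ATP2A2).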

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

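No test bears on this result, and it was picked by comparing the direction of each named gene between clusters. PRDM1, a transcriptional repressor of endoderm and the outflow tract, went in opposite directions in clusters 7 and 2. In cluster 7 it had 175 UMIs in the atrial and 83 in the ventricular nuclei, a log2 ratio of 2.05, and in cluster 2 it had 45 and 94 UMIs, a log2 ratio of -2.52. The difference between the clusters was not tested, since each library is a single sample.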

How the results depend on the processing

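Fragments in place of counts, whole gene bodies and the omission of high-UMI nuclei from the all-nuclei gene counts were chosen after the results were seen. No named gene at least 2-fold apart, and no list whose median lay outside its random range, reversed its direction under these alternatives, which do not include single clusters. For single named genes 177 values stayed within their interval and 50 moved; for medians of lists other than the main 4, 93 stayed and 7 moved. The neural list, of few genes, turned from -0.29 to 0.82 in clusters 0, 1, 2, 3 and 6 alone, though not within cluster 1 (-1.16) or 3 (-0.59). With TMM factors 893 of the 1063 genes higher in the atrial and all 1194 higher in the ventricular library kept their place. The ventricular count rose to 1343, and the atrial share of genes apart fell from 47.1% to 39.9%. With equal class makeup 881 and 1054 were shared. In that setting the atrial values of VM and VM-NRXN3 rest on 73 and 12 nuclei, which limits it as a control of makeup.

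Lower minimums add genes by construction: with 20 UMIs 1865 genes were higher in the atrial and 2069 in the ventricular library over all nuclei (2034 and 1859 in clusters 0, 1, 2, 3 and 6 together), and with no filter 2212 and 2383 (2388 and 2240). As fragments, which are fewer than counts against the same minimum of 100, 11390 and 15868 regions were apart. Naming clusters made before integration by their majority moved the atrial minus ventricular share to 56.6 points for AM and 20.5 for AM-prolif. It became -48.2 for VM and -23.4 for VM-NRXN3. The clusters given these names had 99.9% to 100% of their nuclei from 1 library, so these values follow from that split by library. Only 36.6% of the cluster named VM-NRXN3 was of that class. The atrial muscle list had a median of -0.40 with members of at least 20 UMIs, where more genes enter, and 0.61 in clusters 0, 1, 2, 3 and 6 alone, where the ventricular muscle list had -2.27; the cause was not tested. The correlation of RNA and accessibility across genes was 0.392 (Pearson) in those clusters alone, 0.323 with a minimum of 20 counts, and 0.421 over whole gene bodies; Spearman's rho was 0.243 with a 2 kb window and 0.320 over gene bodies; the cause was not tested.

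No paired analysis was possible because each condition has 1 library. The minimum of 1000 UMIs removed no nucleus, and the motif alternatives were not run. Depth limits the smaller clusters, where 4751 and 4234 genes reached 100 UMIs in clusters 7 and 8 against 16461 over all nuclei.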

Other observations

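Of the tests below, those of free RNA, of doublets holding most sarcomere UMIs, of retinoic acid acting on all cells and of class shares were chosen only after the results were seen, as was the accessibility of genes leading a cluster.

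Some genes were among those furthest apart within single clusters. RFX6 had 1045 UMIs in the atrial and 7 in the ventricular nuclei of cluster 4, a ratio of 116 (55.9 to 288), and 135 and 5 in cluster 8. ONECUT2, a liver and pancreas transcription factor (chromosome 18, 57435374 to 57491298), had 383 and 11 UMIs in cluster 4. In cluster 8 AHSG, a liver plasma protein gene (chromosome 3, 186613060 to 186621318), had 0 UMIs in the atrial and 210 in the ventricular nuclei. AHSG was thus 20.4-fold higher in the ventricular nuclei against a floor of 3 UMIs (lower bound 16.4). PRRX1 was among the 8 genes furthest toward the ventricular library in clusters 1, 2 and 3, with 1 and 146 UMIs in cluster 1 (603-fold, 106 to 23961), 3 and 117 in cluster 2 (107-fold, 35.7 to 527) and 3 and 165 in cluster 3 (212-fold, 71.3 to 1038). PDE11A was among the 8 furthest toward the atrial library in clusters 1, 2, 3 and 5, with ratios of 41.9 (21.2 to 97.3), 25.9 (16.5 to 43.1), 361 (64.8 to 14288, 1393 UMIs against 1) and 36.9 (19.9 to 77.7). KCNQ5, a potassium channel gene (chromosome 6, 72622064 to 73198853), was among the 8 furthest toward the ventricular library in clusters 3, 4, 7 and 8. It was 47.5-fold (42.9 to 52.7), 47.3-fold (39.7 to 56.7), 40.7-fold (28.1 to 61.4) and 62.0-fold (33.7 to 130) higher there.

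Gene lists differed less evenly between clusters than the sarcomere list. NR2F2 likewise had a ratio of 153 (74.3 to 382) in cluster 2 and 16.5 (12.3 to 22.7) in cluster 4. The retinoic acid response list had medians of 1.36, 1.14, 1.32, 0.86, 1.21, 1.54 and 0.69 in clusters 1, 2, 3, 4, 5, 7 and 8, with no member higher in the ventricular nuclei of these clusters. Epicardial genes had medians between -0.64 (3 genes, cluster 8) and 1.41 (6 genes, cluster 5).

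The first pattern is that the sarcomere list had medians of like size in the 7 compared clusters (-3.57 to -3.03), the endothelial cluster 5 included. Free RNA shed at the mean of each library would bring endothelial genes into clusters 0 to 3 as well, but 9 of them stood there at a median of 0.185 times the ventricular library's mean against 0.782 for sarcomere genes in cluster 5, which argues against it. RNA or nuclei of cluster 0 mixed into cluster 5 stay open as a partial source. Such mixing predicts that no gene of cluster 0 lies below a bound set beforehand in cluster 5, and 0 of 5369 did. That outcome goes with mixing as a partial source. In the other direction 276 of 10382 genes of cluster 5 lay below the bound in cluster 0. As the whole source, in cluster 0's own proportions, its RNA or nuclei would give sarcomere genes 1 common ratio of cluster 5 over cluster 0. Read after the results were seen, the ratios of 23 genes in the ventricular library ran from 0.514 (0.451 to 0.585, LDB3) to 0.754 (0.706 to 0.805, TNNI1). That argues against it. RNA shed in other proportions was not tested. The planned test of a minority of doublets was void (a ratio of 187093 resting on 1 of 790 nuclei without a sarcomere UMI), and a later one argues against doublets holding most of these UMIs, since the 10th percentile of nuclei had 0.372 times the mean of 18.8. Retinoic acid acting on every kind of cell and a difference between the preparations cannot be told apart with 1 library per condition, even though cluster 5 and cluster 2 correlated at 0.902 across 8196 genes.

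The second pattern is that sarcomere RNA was further apart (median -3.32) than chromatin at the same genes (-0.48). With equal class makeup in both assays the RNA median minus the accessibility median was -3.04 (-4.28 to -1.86 over resampled genes) against -2.85 as observed. The gap did not shrink, but its range leaves a part from class shares open. With equal makeup the atrial values of VM and VM-NRXN3 also rest on only 73 and 12 nuclei. A candidate explanation is that counts at gene ends understate all differences, since 307 other genes at least 4-fold lower in atrial RNA (median -2.71) had an accessibility median of -0.30, and random lists of 23 of them ranged from -0.60 to -0.07, around the sarcomere value of -0.48. Genes leading cluster 5 in the ventricular library, 121 genes with an RNA median of 4.20 over the other clusters, likewise had an accessibility median of 0.66. A biological gap between chromatin and RNA at this day was not separately tested and stays open.

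The third pattern is that mitochondrial percentages were higher and ribosomal protein percentages lower in the ventricular nuclei of all 9 clusters, for example 5.84 against 2.95 and 1.77 against 3.34 in cluster 5. Damaged nuclei do not account for the sarcomere difference, since in nuclei with 2 to 4 percent mitochondrial UMIs (1976 atrial, 1540 ventricular) the sarcomere median was -3.35. Different depth of the nuclei does not account for the mitochondrial gap, which was 2.11 points in nuclei of like depth (2696 atrial, 2620 ventricular) against 2.25 in all. Whether the gap comes from the preparation of the nuclei or from the condition is open, since each condition is 1 library.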
